A study of Mus musculus with 24 samples.

How the data were processed

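Oligodendrocytes, the cells that form myelin in the brain, were isolated from the cortex of C57BL/6J mouse pups on postnatal days 5 to 7 by magnetic sorting with an antibody against O4, a surface marker of immature oligodendrocytes, per the labels' protocols. The cells were differentiated in culture for 3 days, mainly with triiodothyronine (T3), the active thyroid hormone, and were then kept for 3 days with ethanol or without it. The wells came from 2 experiments, which the labels also give as 2 batches. Experiment 1 had 6 control wells and 6 wells with 30 mM ethanol, and experiment 2 had 6 control wells and 6 wells with 10 mM ethanol. Per the labels' protocols, control and ethanol cultures stood in different incubators, so ethanol and incubator cannot be told apart in either experiment. Dose and experiment cannot be told apart either, because each dose was used in only 1 experiment.

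RNA was sequenced by 3′ tag sequencing, in which reads come from near the 3′ end of each transcript, so that counts do not scale with transcript length. Reads were single-end and 100 bases long, from an Illumina NovaSeq instrument, per the labels' protocols. The authors deposited a table of raw counts per gene, with 1 column for each of the 24 wells and 55359 rows named by Ensembl mouse gene identifiers. The values were whole numbers whose totals differed between wells. The labels name no aligner, counter, genome build, annotation release, use of strand or removal of PCR duplicates. Counts of overlapping or antisense genes, and of genes with near-identical copies such as ribosomal protein and mitochondrial genes, are therefore uncertain. Symbols were matched by identifier to a table of mouse gene names, which gave a symbol for 52083 identifiers (94.1%), and 3276 had none. Coordinates are not given, because the identifiers include some that are not in the GENCODE M21 annotation used here and the build behind the counts is not stated.

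The total count per well ranged from 1184609 to 1817028, and 3 counts, taken as the floor, corresponded to between 1.65 and 2.53 CPM, the counts scaled to the library size. Floors cover counting error only, since PCR copies are not independent molecules. Pairs of wells of the same group were compared by a chi-square test over genes with at least 10 counts. No pair agreed within sampling noise, with chi-square per degree of freedom from 1.07 to 2.88 and a largest p of 3.4e-11 by this chi-square test of counts, so no pair was counted as 1 library. The test sets wells against counting noise only, and the wells are taken as replicates from the labels.

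The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), with TMM normalization, the filterByExpr filter at its minimum of 10 counts and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 were called changed. Each dose was fitted with its own controls. The difference between the doses was tested as an interaction over all 24 wells, and the control groups of the experiments were compared in the same way. Standard errors (SE) of the log2 fold change were derived from the test, as its absolute value over the square root of the quasi-likelihood F statistic. Gene sets, 27 in number and written before the data were examined, were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01. Log2 fold changes of both doses were correlated across genes from mean log2 CPM with a prior count of 2, with an exact two-sided p from all splits of the wells within each experiment. Total counts were compared by exact two-sided permutation tests.

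The genes named were chosen by a rule fixed before the data were examined. At each dose these were up to 5 higher and 5 lower genes with the largest changes among those that passed, had a mean log2 CPM of at least 3 and a symbol, and had all 6 ethanol wells on the same side of all 6 control wells. To these were added the 5 genes with the smallest p for the difference between the doses, the 5 with the smallest p among genes changed at both doses, and a fixed list of 10 genes, of which 1 is not reported here. Members of gene sets that passed were also eligible under the rule, and few of them are named.

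On simulated counts drawn from the means and library sizes of these wells, with 200 genes changed, the test recovered 45.0% of changes of 0.5 on the log2 scale in experiment 1 (12939 genes tested) and 53.5% in experiment 2 (13627 genes tested). Changes of 1 were recovered at 85.0% (12868 genes tested) and 91.5% (13629 genes tested). Between 4.19% and 7.76% of calls were false, and 0 genes were called with no simulated change. Genes were drawn independently of each other, once per setting, so variation shared between genes was not simulated. The rates in the real wells may therefore differ.

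The replicate numbers came from the sample descriptions, which number the wells 1 to 6 in each group. Alternatives covered the normalization, the low-count filter, DESeq2 1.42.0, limma voom, a joint fit of all wells, a block for the replicate number, other thresholds, other settings of the gene set test and leaving out each well in turn. Covariates for the total count and for background reads, and a GC correction, were added after the data were seen. GC content was taken over the last 500 bases of each gene's longest transcript in GENCODE M21. Figures were drawn with matplotlib 3.10.9.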

Results

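Transcripts were counted in 24 wells of cultures grown from sorted mouse oligodendrocytes, in 4 groups of 6 wells. The cultures also held transcripts of other cell types. Aqp4, of the astrocyte set, had 475 CPM in the controls of experiment 1 and 431 CPM in those of experiment 2. A change therefore cannot be assigned to oligodendrocytes from these counts alone. The total count per well was 1388790 ± 210059 (SD, n = 6) at 30 mM ethanol and 1541158 ± 195884 (SD, n = 6) in the controls of experiment 1. It was 1430202 ± 199396 (SD, n = 6) at 10 mM and 1363406 ± 89879 (SD, n = 6) in the controls of experiment 2. The ethanol wells did not differ from their controls in total count, with a difference of means of -152368 at 30 mM (exact two-sided permutation p = 0.203, adjusted p = 0.407 over 2 tests) and 66796 at 10 mM (exact two-sided permutation p = 0.478, adjusted p = 0.478). The mean number of genes with at least 1 count ranged from 24429 to 25890 between groups. Mitochondrial genes took 4.09% ± 0.426 (SD, n = 6) of counts at 30 mM and 3.32% ± 0.327 (SD, n = 6) in its controls, against 2.05% ± 0.216 (SD, n = 6) at 10 mM and 2.23% ± 0.110 (SD, n = 6) in its controls.

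In a principal component analysis of the 1000 most variable genes, the first component held 70.1% of the variance and parted the experiments. Within experiment 1, the first component held 39.2% of the variance, and its mean score did not differ between ethanol and control wells (exact permutation p = 0.0563, adjusted p = 0.0751 over 4 tests). The mean of the second component, with 12.1%, differed between ethanol and control wells (exact permutation p = 0.00216, adjusted p = 0.00864). Within experiment 2, the mean of the first component, with 15.9%, did not differ (exact permutation p = 0.279, adjusted p = 0.279). The mean of the second, with 12.4%, did (exact permutation p = 0.00433, adjusted p = 0.00866), although the groups overlapped and replicates 1 and 2 at 10 mM had the highest scores, 9.84 and 11.85.

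**Figure D1:**
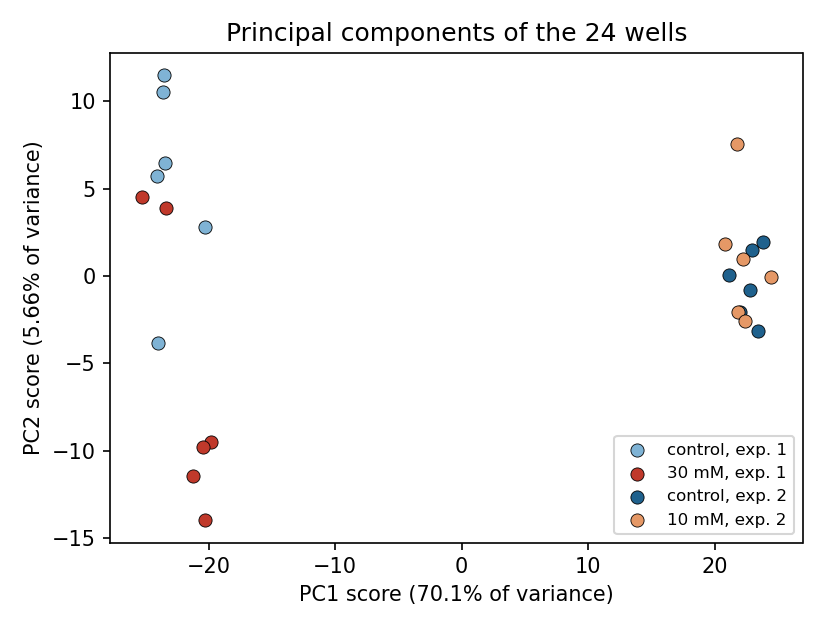
Scores of the 24 wells on the first (x axis, 70.1% of the variance) and second (y axis, 5.66%) principal components, with a point per well coloured by group. The wells of experiment 1 sit between -25.3 and -19.8 on the first component and those of experiment 2 between 20.8 and 24.4.

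The first comparison asked which transcripts changed at the high ethanol concentration. At 30 mM, 1280 of 13235 tested genes (9.67%) passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 400 higher and 880 lower than in the controls of experiment 1. Of these, 59 changed at least 2-fold, and the median absolute log2 fold change was 0.41. The biological coefficient of variation was 8.08%. It measures the spread between wells of 1 experiment, so the p-values at each dose do not cover variation between experiments. Without ethanol, the control groups of the 2 experiments, which also differed in batch, differed in 5880 genes. All 6 ethanol wells lay on the same side of all 6 control wells for 603 genes (4.56%), where chance gives 0.22%, and 541 of these also passed. A minimum absolute log2 fold change of 0.5 moved this count most, to 444. With the share of background reads as a covariate, chosen after the data were seen, the count was 996, with 434 higher and 562 lower.

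Among the genes higher at 30 mM, Cxcl5 (ENSMUSG00000029371) rose from 42.8 ± 8.81 CPM (SD, n = 6) to 114 ± 21.4 CPM (SD, n = 6), a log2 fold change of 1.43 (SE 0.118, edgeR adjusted p = 3.18e-12). Chil1 (ENSMUSG00000064246) rose by 1.12 (SE 0.0701, edgeR adjusted p = 5.16e-16) and C3 (ENSMUSG00000024164), from 563 ± 54.4 to 1130 ± 123 CPM (SD, n = 6), by 1.01 (SE 0.0681, edgeR adjusted p = 5.24e-15). Ntsr2 had a log2 fold change of 1.03 and Gm48265 of 0.98. The genes that fell most were A730049H05Rik (log2 fold change -1.98), Tpm2 (-1.92), Cnn1 (-1.91), Tagln (-1.68) and Acta2 (-1.60). Cnn1 (ENSMUSG00000001349) went from 99.0 ± 12.7 to 26.7 ± 6.13 CPM (SD, n = 6; SE of the log2 fold change 0.122, edgeR adjusted p = 7.6e-16), and Acta2 (ENSMUSG00000035783) from 371 ± 44.0 to 124 ± 38.5 CPM (SD, n = 6; SE 0.111, edgeR adjusted p = 1.03e-14). Tpm2, Cnn1, Tagln and Acta2 encode proteins of the contractile actin cytoskeleton. The counts of Gm48265 and A730049H05Rik are uncertain where they overlap other genes.

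The second comparison asked the same of the moderate concentration. At 10 mM, 89 of 13538 tested genes (0.657%) passed, 53 higher and 36 lower, and 2 changed at least 2-fold. A fit of all 24 wells, in which the groups shared their estimate of the spread, gave 21 genes. At an unadjusted p under 0.05 there were 1366 genes, against 3109 at 30 mM. The biological coefficient of variation was 5.62%, lower than in experiment 1. All 6 ethanol wells lay on the same side of all 6 control wells for 114 genes (0.842%, chance 0.22%), of which 39 passed. Egr1 (ENSMUSG00000038418) rose from 31.1 ± 3.99 to 68.9 ± 3.60 CPM (SD, n = 6), a log2 fold change of 1.14 (SE 0.107, edgeR adjusted p = 1.5e-12). The other passing genes with the largest rises among those whose ethanol and control wells did not overlap were Fam222a (0.89), Ier2 (0.77), Ccn1 (0.44) and C3 (0.41), each given as a log2 fold change. Cxcl5, whose wells overlapped, also passed (0.54, edgeR adjusted p = 0.00366). The passing genes without overlap that fell most were Gata6 (-1.11), A230057D06Rik (-0.89), Ndnf (-0.82), Ifitm1 (-0.61) and Thbs1 (-0.60). Gata6 (ENSMUSG00000005836) went from 13.7 ± 1.87 to 6.23 ± 1.89 CPM (SD, n = 6; SE 0.239, edgeR adjusted p = 0.00774). Ndnf was close to the threshold (edgeR adjusted p = 0.0498).

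**Figure D2:**
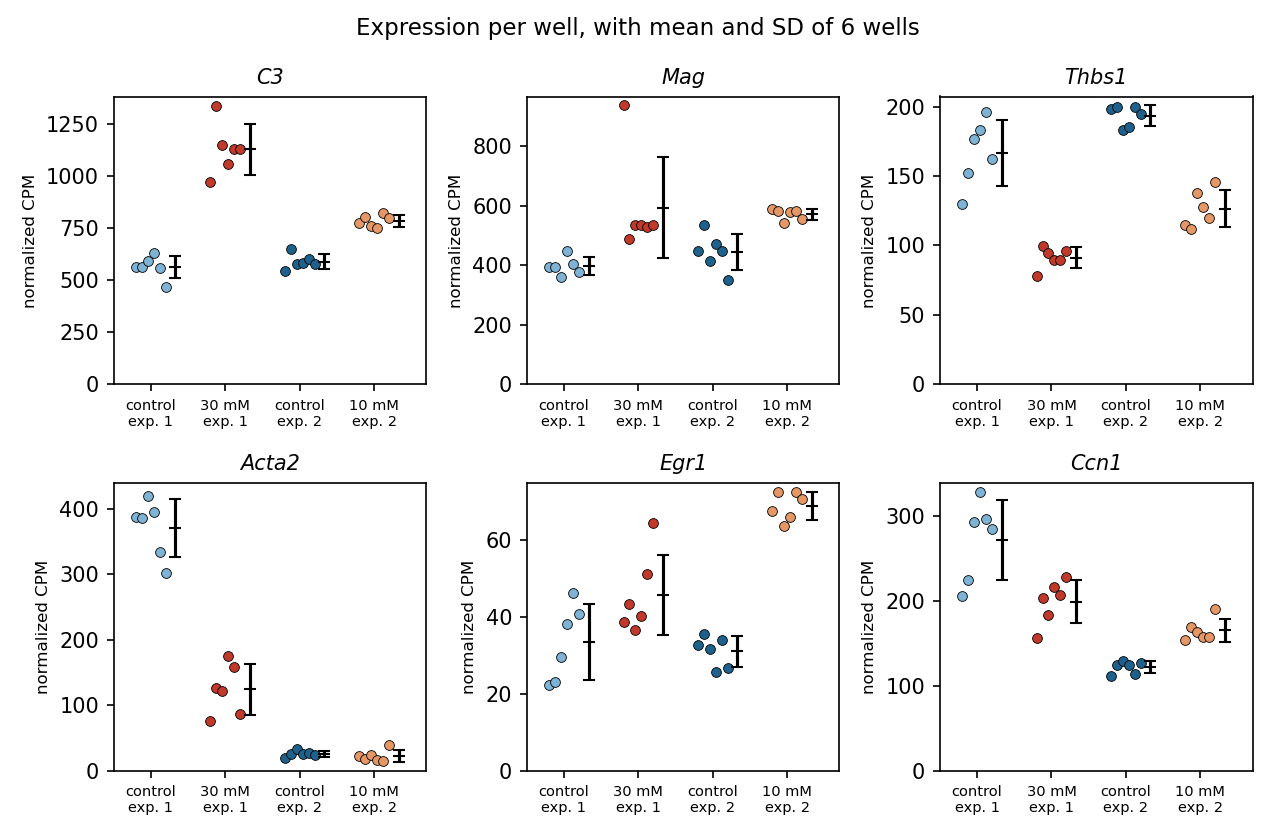
Normalized CPM (y axis, from 0) of 6 named genes in each well, by group on the x axis, with the mean and SD of 6 wells beside the points. C3 is higher and Thbs1 lower in the ethanol wells of both experiments, Egr1 stands apart at 10 mM, and Acta2 has a mean of 371 CPM in the controls of experiment 1 and 25.4 CPM in those of experiment 2.

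The genes changed at both doses were then compared. Of 12627 genes tested at both, 42 passed at both, where 8.67 would by chance (one-sided Fisher's exact test, hypergeometric p = 6.63e-20 across genes, which are not independent replicates). Of the 42, 22 were higher at both doses, 17 lower at both and 3 changed in opposite directions. The 3 were Ccn1 (log2 fold change -0.46 at 30 mM and 0.44 at 10 mM), A2m (0.28 and -0.21) and Anxa2 (-0.26 and 0.27), the last 2 named after their values were seen and neither past the threshold at 10 mM in the fit of all 24 wells. The 5 with the smallest p were C3 (1.01 and 0.41), Thbs1 (-0.88 and -0.60), Mal (0.78 and 0.38), Mag (0.59 and 0.36) and Akap12 (-0.93 and -0.41). Of the 1258 genes changed at 30 mM, 773 (61.4%) had the same sign at 10 mM, and of the 87 changed at 10 mM, 67 (77.0%) had the same sign at 30 mM. Across all 12627 genes the log2 fold changes were not correlated (Pearson r = 0.0208, exact permutation p = 0.769; Spearman rho = -0.000354, exact permutation p = 0.996, over 853776 combinations of splits).

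**Figure D3:**
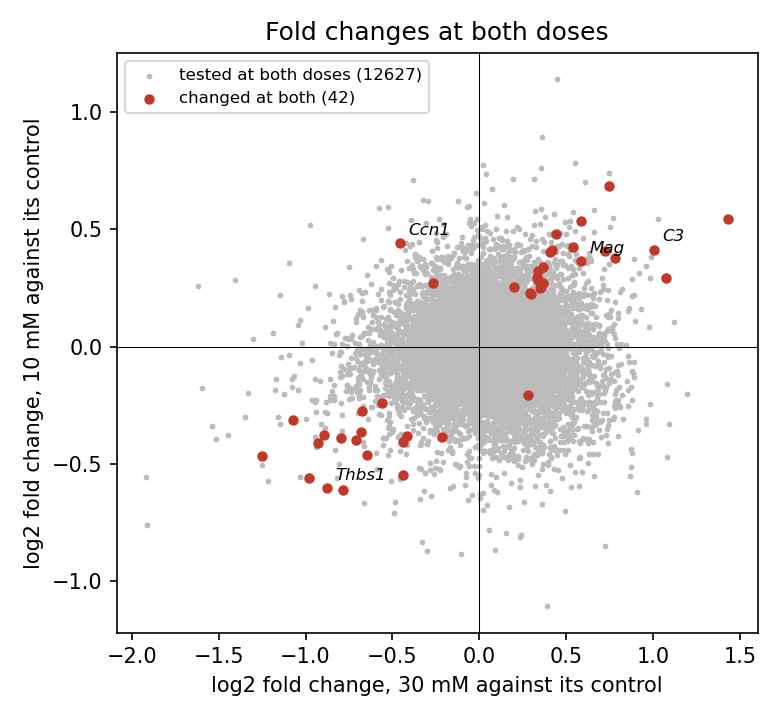
Log2 fold change at 30 mM (x axis) and at 10 mM (y axis), each against its own controls, for the 12627 genes tested at both doses in grey, with the 42 genes changed at both in red. Of the red points, 39 lie in the quadrants of equal sign.

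Whether the change itself differed between the doses was tested as an interaction. Of 14655 genes, 481 passed, 129 with a more positive change at 30 mM and 352 with a more negative one. The 5 with the smallest p were Chil1 (difference of log2 fold changes 1.00, edgeR adjusted p = 1.05e-12), Lgals1 (-0.87, edgeR adjusted p = 1.01e-11), Myl9 (-1.21, edgeR adjusted p = 8.13e-09), Tagln2 (-0.83, edgeR adjusted p = 1.5e-08) and Lgals3 (-1.05, edgeR adjusted p = 1.5e-08). The contrast holds dose, experiment and batch together. Without ethanol, the control groups of the experiments differed in 5880 of 13479 genes (43.6%), 2873 higher and 3007 lower in experiment 1, and 712 by at least 2-fold. Acta2 was higher in the controls of experiment 1 by 3.92 on the log2 scale (SE 0.0952, edgeR adjusted p = 1.23e-53). The microglia set was lower there, in 14 of 14 genes, with a mean log2 fold change of -3.26 (camera adjusted p = 3.58e-156).

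Of the 9 genes fixed in advance that are reported here, Mbp, Mag, Cnp, Myrf and Gfap passed at 30 mM, with log2 fold changes of 0.44, 0.59, 0.35, 0.59 and 0.42. Mag and Cnp also passed at 10 mM, with 0.36 and 0.25. Mog, Pdgfra, Hmgcs1 and Aldh2 did not pass at either dose. Aldh2, which encodes the mitochondrial aldehyde dehydrogenase, had 97.3 ± 16.2 CPM (SD, n = 6) at 30 mM and 91.7 ± 13.1 CPM (SD, n = 6) in its controls (edgeR adjusted p = 0.637). Replicate 1 at 30 mM had 5150 CPM of Mbp, where the other wells of its group had 3010 to 3250 CPM, and it also lay above the other wells for Mag, Mal, Mog and Cnp. Without it, the mean of the myelin set at 30 mM relative to other genes was 0.0998 in place of 0.271.

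Of 27 gene sets, 15 passed at 30 mM (6 higher, 9 lower), 12 at 10 mM (7 higher, 5 lower) and 15 for the difference between the doses, by camera with Benjamini-Hochberg adjustment. With the inter-gene correlation estimated for each set, 8, 5 and 5 passed. At the fixed correlation of 0.01, other splits of the same wells passed a median of 7 sets at 30 mM and 3 at 10 mM. Genes of a set can vary together more than that setting allows. The camera p-values below therefore are not error rates across wells. The cell cycle set had all 23 genes lower at 30 mM (mean log2 fold change -0.48, camera adjusted p = 7.67e-23), with -0.04 at 10 mM (camera adjusted p = 0.296). Ribosomal protein genes were lower in 44 of 44 cases at 30 mM (mean -0.22, camera adjusted p = 4.06e-23) and higher in 39 of 44 at 10 mM (mean 0.06, camera adjusted p = 4.54e-05), although 5 of 32 splits of the experiment 2 wells gave as large a shift. All 10 mitochondrial genome genes were higher at 30 mM (mean 0.32, camera adjusted p = 2.39e-11), and 8 of 10 were lower at 10 mM (mean -0.08, camera adjusted p = 0.00251), where 14 of 32 splits gave as large a shift. Targets of the antioxidant regulator NRF2 were lower at both doses (mean -0.39, camera adjusted p = 8.32e-16, and -0.13, camera adjusted p = 1.7e-05), at 10 mM with 2 of 32 splits as large, and so were cholesterol synthesis genes (-0.20, camera adjusted p = 4.38e-06, and -0.15, camera adjusted p = 1.55e-05). The myelin set was higher at both (0.30, camera adjusted p = 9.62e-09, and 0.14, camera adjusted p = 2.05e-11), at 30 mM with 2 of 32 splits as large. Immediate early genes passed at 10 mM (mean 0.34, camera adjusted p = 2.79e-13) and not at 30 mM (0.06, camera adjusted p = 0.255), and their difference passed (camera adjusted p = 0.00962). Chaperones of the endoplasmic reticulum also passed at 10 mM (0.17, camera adjusted p = 2.24e-12), with a difference between the doses (camera adjusted p = 1.65e-06). The astrocyte set was higher at 30 mM, in 12 of 15 genes (mean 0.34, camera adjusted p = 4.1e-12), where 1 of 32 splits, the real one, was as large. It did not pass at 10 mM (0.04, camera adjusted p = 0.318). Ntsr2 belongs to this set. Whether the share of astrocyte RNA or its regulation changed was not tested.

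**Figure D4:**
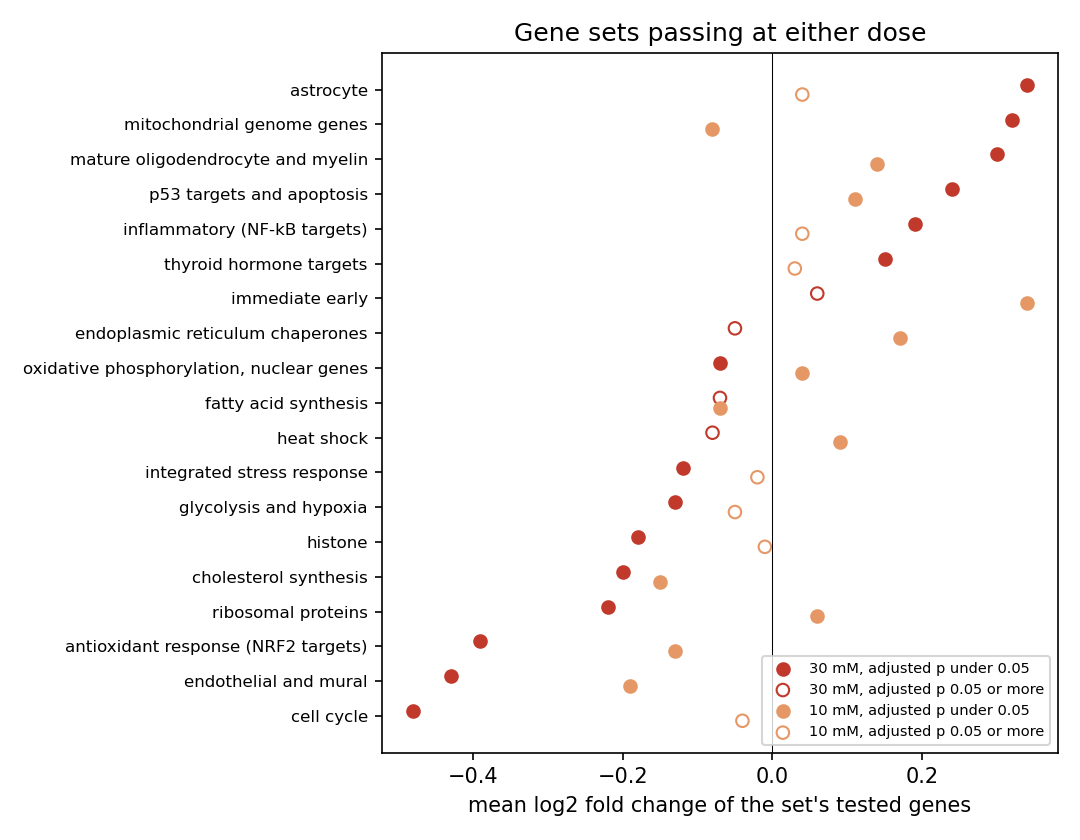
Mean log2 fold change (x axis) of the tested genes of the 19 sets that passed at either dose (y axis), at 30 mM in red and at 10 mM in orange, with filled points for a camera adjusted p under 0.05. Cell cycle genes have the lowest mean at 30 mM (-0.48), and ribosomal protein genes lie on opposite sides of 0 at the 2 doses.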

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

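The test of culture composition was set out before its result was seen, and the other tests in this part were chosen afterwards.

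Among 152 series of 6 wells tested for a well far from the others (total counts, genes detected, mitochondrial share and the named genes), 15 had such a well, where chance gives 7.6. Of the 15, 6 were in replicate 1 at 30 mM. It had 508 CPM of Mal, 938 of Mag, 5150 of Mbp, 235 of Mog, 1560 of Cnp and 602 of Hmgcs1, each above the range of the other 5 wells. These genes vary together, so the 6 are not independent. Without that well the myelin set's mean at 30 mM, relative to other genes, was 0.0998 in place of 0.271, and it still passed (camera adjusted p = 4.06e-06; the range over 23 alternatives was 5.26e-25 to 0.214). Most of the set's mean rise therefore came from 1 well. The other 5 wells still lay above every control of experiment 1 for Mal, Mag and Mbp. They had 237 to 283 CPM of Mal, where the highest control had 196. For Mag they had 489 to 537 (highest control 449), and for Mbp 3010 to 3250 (highest control 2710). They overlapped the controls for Mog and Cnp, and lay below them for Hmgcs1. Background reads were tested as another explanation: with their share as a covariate the mean was 0.478, so the rise did not shrink. That fit kept replicate 1, which had the lowest share of the 30 mM wells (1460 CPM, the others 1550 to 2670 CPM). It was not repeated without that well, so it cannot part background reads from the effect of replicate 1. A candidate explanation is a larger share of mature oligodendrocyte RNA in replicate 1 at 30 mM. An effect of ethanol on the size of the change cannot be told apart from it.

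The other 9 outlying values were close to the number chance gives. They were 19.4 CPM of Tpm2 in replicate 4 at 30 mM, and in the controls of experiment 1, 16.4 CPM of Ntsr2, 62.2 of Tpm2 and 1264 of Gfap in replicate 6, 5.43 of Gm48265 in replicate 2 and 3.43 of Ndnf in replicate 4. In experiment 2 they were 39.1 CPM of Acta2 in replicate 6 and 118.8 of Aldh2 in replicate 5 at 10 mM, and 241 of Tagln2 in control replicate 2. No explanation was tested for these.

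The change differed between the doses for 481 genes in the interaction test, and 1 of the 100 splits drawn, the real one, gave as many, with 439 in the next. The named genes among them with a more positive change at 30 mM were Gata6 (1.49), Chil1 (1.00), Cxcl5 (0.88), C3 (0.58), A2m (0.48), Gfap (0.37) and Mbp (0.36), as differences of log2 fold changes. Those with a more negative one were A730049H05Rik (-1.84), Acta2 (-1.43), Tpm2 (-1.37), Myl9 (-1.21), Cnn1 (-1.16), Lgals3 (-1.05), Ccn1 (-0.91), Lgals1 (-0.87), Tagln2 (-0.83), Ier2 (-0.76), Egr1 (-0.71), Anxa2 (-0.55) and Akap12 (-0.53). Of the 481, 38.3% still passed with the background share as a covariate, so background reads linked to library size remain a candidate explanation for part of the count. With the log2 total count as the covariate instead, fewer were lost: 349 genes differed between the doses, 295 of them among the 481. A different cell composition of the cultures was tested by correlating the dose difference with the difference between control wells not used in it. The mean rho across 13862 genes was -0.266 (-0.31 and -0.222 for the 2 choices of control wells), so the difference between doses cannot be told apart from the different starting state of the cultures.

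Sets whose change differed between the doses had these differences, relative to other genes: mitochondrial genome genes 0.34, astrocyte 0.21, myelin 0.12 and NF-kB targets 0.06 were more positive at 30 mM. More negative were the cell cycle set (-0.51), ribosomal proteins (-0.34), immediate early genes (-0.34), NRF2 targets (-0.32), endothelial and mural genes (-0.30), endoplasmic reticulum chaperones (-0.29), histones (-0.24), heat shock genes (-0.23), the integrated stress response (-0.20), nuclear oxidative phosphorylation genes (-0.19) and glycolysis and hypoxia (-0.12). In 2 of the 100 splits drawn, the real one included, as many as 15 sets passed, and the median of the others was 5, so camera passes several sets by chance in these data. Set by set, 9 of the 15 had a shift as large in under 5% of the splits. The myelin set, matched in 74 of the 100, and NF-kB targets, matched in 45, were not among the 9. Nor were glycolysis and hypoxia (14 of the 100), the astrocyte set (13), endothelial and mural genes (13) and NRF2 targets (5). Without replicate 1 at 30 mM the myelin difference was -0.0602, and that of NF-kB targets was negative in 11 of the 24 fits that each left out a well. For ribosomal proteins, the difference was -0.205 with the background covariate and still passed, so background reads do not account for it in full. Under the scaling that brought it nearest 0 it was -0.34, but a factor per well cancels in a mean taken relative to other genes, so that comparison is no test of scaling. Reads shared with the many ribosomal protein pseudogenes were not tested.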

How the results depend on the processing

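Alternatives were fixed before the data were examined, apart from the covariates and the GC correction, which were chosen after seeing the data. Where a value changed, the cause was not tested.

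The count of genes changed at 30 mM, 1280, stayed within 1.5 times under the other normalizations, filters, DESeq2, limma voom and the joint fit. In the joint fit of 24 wells, 21 genes changed at 10 mM and 13 at both doses. At an adjusted p under 0.1, 150 genes changed at 10 mM, 854 differed between the doses and 66 changed at both. At 0.01, the counts were 641 at 30 mM, 28 at 10 mM, 173 for the difference and 17 at both. With a minimum absolute log2 fold change of 0.5 they were 444, 17, 273 and 6, with 3168 between the control groups. With the inter-gene correlation estimated per set, 8 sets passed at 30 mM, 5 at 10 mM and 5 for the difference, and the self-contained test fry gave 7 at 10 mM.

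The balance of higher and lower calls moved by over 10 percentage points in several fits. At 10 mM it was 53 higher and 36 lower, against 54 and 11 without a filter and 44 and 19 with DESeq2. The joint fit gave 16 and 5, and an adjusted p under 0.01 gave 21 and 7. A minimum absolute log2 fold change of 0.5 moved the balance the other way, to 8 and 9. For the difference it was 129 and 352, against 64 and 386 without a filter and 69 and 382 with DESeq2. No such move came from the other normalizations within edgeR.

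The correlation between the doses had no stable sign: it was -0.0184 without a filter and -0.000354 as Spearman's rho. With the background share as a covariate, 264 genes differed between the doses, 131 more positive and 133 more negative, 184 of them shared with the 481. At 30 mM it gave 996 genes, 434 higher and 562 lower, 761 of them shared with the 1280. The log2 total count as a covariate gave 1186 genes at 30 mM, 449 higher and 737 lower, 977 of them shared. For the difference it gave 349, 118 more positive and 231 more negative.

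Same-numbered wells did not deviate together: the mean correlation of their deviations was -0.0291 in experiment 1 (exact permutation p = 0.707) and -0.00207 in experiment 2 (exact permutation p = 0.943). With the replicate block, 1208 genes changed at 30 mM, 68 at 10 mM and 38 at both, 461 differed between the doses, and 15, 12 and 15 gene sets passed. With the replicate block and the GC trend removed, 52 genes changed at 10 mM.

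Leaving out each well in turn gave from 953 to 1563 genes at 30 mM, 37 to 95 at 10 mM, 23 to 46 at both, 329 to 759 for the difference and 5367 to 6250 between the control groups. Gene sets ranged from 13 to 16, 11 to 13 and 12 to 16, and the correlation from -0.0312 to 0.0933. The difference of mean total counts ranged from -215044 to -97194 at 30 mM and from 6896 to 115915 at 10 mM.

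Without a filter, sets reversed for NF-kB targets at 30 mM (-0.115) and for the difference (-0.144), thyroid hormone targets at 30 mM (-0.0573) and mitochondrial genome genes at 10 mM (0.0805). In the fits that each left out a well, values of either sign were found for the difference of the myelin set (-0.0602 to 0.158) and of NF-kB targets (-0.0332 to 0.0723), Mog at 30 mM (-0.0843 to 0.221) and Gfap at 10 mM (-0.000865 to 0.0548). Among single genes and sets under the alternatives fixed in advance, leave-one-out aside, 91 values were weaker, 10 stronger, 4 reversed and 1576 the same. Depth limits genes near the floor, and changes of 0.5 on the log2 scale were recovered in 45.0% (experiment 1) and 53.5% (experiment 2) of simulated cases.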

Other observations

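All tests in this part were chosen after the results were seen, except the test of depth.

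The counts of changed genes were compared with other splits of the same wells that part same-numbered wells as the real split does. The rest of the 462 splits of 12 wells keep some same-numbered wells in the same group and were not run. At 30 mM, 1 of the 32 splits, the real one, gave as many genes as 1280, with 281 in the next. At 10 mM, 1 of 32 gave as many as 89, with 16 in the next, and between the control groups 1 of 32 gave as many as 5880, with 1704 in the next. For genes changed at both doses, 1 of 1024 combinations gave as many as 42, with 17 in the next. The median of the other splits was 0 in each case. For gene sets, 1 of 32 gave as many as 15 at 30 mM and 1 of 32 as many as 12 at 10 mM, but the medians of the other splits were 7 and 3. Set by set, 13 of the 15 sets at 30 mM and 7 of the 12 at 10 mM had a shift that under 5% of the splits matched. Because the incubator differed as the ethanol did, no split tells these apart.

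More genes changed at 30 mM than at 10 mM, and depth was tested as a cause. With each well thinned at random to 1184609 counts, 1144 genes changed at 30 mM and 70 at 10 mM. A larger spread in experiment 2 was also tested, and its biological coefficient of variation, 5.62%, was the lower of the 2. Neither accounts for the gap, which remains confounded with the experiment.

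In experiment 1, wells with fewer counts had a larger share of reads in 1752 olfactory, vomeronasal and trace amine receptor genes, used here as a measure of background reads. The share was 2140 ± 506 CPM (SD, n = 6) at 30 mM and 1630 ± 341 CPM (SD, n = 6) in its controls (exact permutation p = 0.0693). Its correlation with the total count, both on the log2 scale, was r = -0.951 over the 12 wells (permutation p = 3e-05, rho = -0.895, permutation p = 0.00018), and -0.937 without the 2 wells farthest from the median. Within the controls it was -0.949 (exact permutation p = 0.00556, rho = -0.829, exact permutation p = 0.0583, r = -0.74 without 2 wells). Within the 30 mM wells it was -0.964 (exact permutation p = 0.0111, rho = -0.829, exact permutation p = 0.0583), falling to -0.365 without 2 wells, so there it rests on those wells. The total count is the denominator of the share, so these correlations are in part built in. The background counts themselves, from 2265 to 3305 in experiment 1, were therefore set against the counts of all other genes. Over the 12 wells r was -0.79 (permutation p = 0.00338, adjusted p = 0.0122, rho = -0.699, permutation p = 0.0142, r = -0.765 without 2 wells). It did not reach 0.05 within the 30 mM wells (r = -0.829, exact permutation p = 0.075, rho = -0.543, exact permutation p = 0.297, r = 0.486 without 2 wells) or the controls (r = -0.674, exact permutation p = 0.144, rho = -0.371, exact permutation p = 0.497, r = -0.426 without 2 wells). In experiment 2 the same r was 0.65 over the 12 wells (permutation p = 0.022, adjusted p = 0.0396, rho = 0.594, permutation p = 0.046, r = 0.71 without 2 wells). It was 0.735 at 10 mM (exact permutation p = 0.0889, rho = 0.771, exact permutation p = 0.103, r = 0.135 without 2 wells) and 0.478 in the controls (exact permutation p = 0.332, rho = 0.257, exact permutation p = 0.658, r = -0.379 without 2 wells). For the share in experiment 2 no relation with the total was detected (r = -0.0659, permutation p = 0.838, rho = 0.0979, permutation p = 0.767, r = 0.151 without 2 wells). Within its groups r was 0.0632 at 10 mM (exact permutation p = 0.908, rho = 0.371, exact permutation p = 0.497, r = -0.472 without 2 wells) and -0.213 in controls (exact permutation p = 0.701, rho = -0.257, exact permutation p = 0.658, r = -0.559 without 2 wells). In this family of 18 relations, the adjusted p for the share and the total was 0.00027 over experiment 1, 0.0143 in its controls, 0.0222 at 30 mM and 0.887 over experiment 2. The first component of experiment 1 followed this share over the 12 wells (r = 0.992, permutation p = 1e-05, the smallest these permutations can give, rho = 0.979, r = 0.987 without 2 wells). Within the 30 mM wells r was 0.994 (exact permutation p = 0.00972, rho = 0.943, exact permutation p = 0.0167), and within the controls 0.988 (exact permutation p = 0.00139, rho = 1.00, exact permutation p = 0.00278, r = 0.981 without 2 wells). This is consistent with background reads behind that component. The share enters the component's own genes, so the relation is in part built in.

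Of the 1280 genes changed at 30 mM, 59.5% still passed with the background share as a covariate and 89.1% after removal of the GC trend, which could be computed for 99.8% of them. Neither explains all of them, but the excess of lower over higher genes shrank with the covariate.

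Contractile genes fell at 30 mM, and a loss of contractile or fibroblast-like cells was tested as a candidate source, with marker lists drawn up after the fall was seen. The 11 contractile genes tested had a median log2 fold change of -1.18. The 11 tested fibroblast and pericyte genes outside that list had a median of -0.15, but 5 of them passed and were lower, from -0.97 to -0.75. Those 5 led to a criterion on single genes that was added after the median was seen. A loss of some of these cells and a lower contractile programme in the same cells cannot be told apart.

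In the controls, all 14 microglia markers tested were higher in experiment 2, with a median log2 fold change of -3.35 for experiment 1 over experiment 2 and a range from -4.42 to -1.81. This is consistent with more microglial RNA in the experiment 2 cultures, as a hypothesis, since sequencing batch and culture changed together.

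Genes changed at both doses mostly had equal signs, while the correlation over all genes was near 0. Among the 1258 genes changed at 30 mM, r between the doses was 0.354, and the exact permutation p over 924 splits of the experiment 2 wells was 0.0628. Agreement limited to the strongest changes may explain the contrast, but this test did not reach 0.05.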
